# Comparative Transcriptome Profiling of Dairy Goat MicroRNAs from Dry Period and Peak Lactation Mammary Gland Tissues

**DOI:** 10.1371/journal.pone.0052388

**Published:** 2012-12-26

**Authors:** Zhuanjian Li, Xianyong Lan, Wenjiao Guo, Jiajie Sun, Yongzhen Huang, Jing Wang, Tinghua Huang, Chuozhao Lei, Xingtang Fang, Hong Chen

## Abstract

**Background:**

MicroRNAs (miRNAs) are small noncoding RNA molecules that serve as important post-transcriptional gene expression regulators by targeting messenger RNAs for post-transcriptional endonucleolytic cleavage or translational inhibition. miRNAs play important roles in many biological processes. Extensive high-throughput sequencing studies of miRNAs have been performed in several animal models. However, little is known about the diversity of these regulatory RNAs in goat (*Capra hircus*), which is one of the most important agricultural animals and the oldest domesticated species raised worldwide. Goats have long been used for their milk, meat, hair (including cashmere), and skins throughout much of the world.

**Results:**

In this study, two small RNA libraries were constructed based on dry period and peak lactation dairy goat mammary gland tissues and sequenced using the Illumina-Solexa high-throughput sequencing technology. A total of 346 conserved and 95 novel miRNAs were identified in the dairy goat. miRNAs expression was confirmed by qRT-PCR in nine tissues and in the mammary gland during different stages of lactation. In addition, several candidate miRNAs that may be involved in mammary gland development and lactation were found by comparing the miRNA expression profiles in different tissues and developmental stages of the mammary gland.

**Conclusions:**

This study reveals the first miRNAs profile related to the biology of the mammary gland in the dairy goat. The characterization of these miRNAs could contribute to a better understanding of the molecular mechanisms of lactation physiology and mammary gland development in the dairy goat.

## Introduction

MicroRNAs (miRNAs) are a class of endogenous, small single-stranded (approximately 18–25 nucleotides (nt)), non-coding RNA molecules that regulate gene expression by promoting the translational repression and/or degradation of target mRNAs by binding to their 3′ untranslated regions (3′ UTRs) [1]–[4]. Since the first miRNA gene, *lin-4* [5], was identified in Caenorhabditis elegans approximately two decades ago, extensive research has been conducted on miRNAs in nearly all animals, plants and even viruses [6]. Increasing evidence suggests that miRNAs play important roles in cell differentiation, proliferation, development, apoptosis, and immune response [7]–[11]. Interestingly, many miRNAs are evolutionarily conserved in related species and are expressed in a tissue and/or stage-specific manner [12]–[15]. Moreover, different miRNAs are expressed at different stages of development in the same tissue [16], [17].

Profiling studies in livestock animals have revealed that many miRNAs play important roles in essential biological processes, such as muscle and organ development, immune response, and metabolism. To date, a large number of porcine miRNAs have been identified; research has mainly focused on skeletal muscle and adipose tissue [18]–[22], the ovary and testis [17], [23], and the pituitary gland [24]. Studies of miRNA expression in chicken suggest that a large and diverse group of miRNAs may be essential to the growth and development of skeletal muscle [25], [26], adipose [26], [27], and embryonic [28]–[30] tissues. Extensive studies of bovine miRNAs have been performed, including analyses of the immune system [31], embryonic [32] and adipose [33] tissues, the mammary gland [34], and testicular and ovarian tissues [35]–[37]. However, little is known about miRNA expression in other ruminants, such as sheep and goats.

The goat (*Capra hircus*) is among the most important livestock animals and the oldest domesticated species raised worldwide. It is also one of the best model organisms for mammary gland bioreactor studies. Goats have long been used for their milk, meat, hair (including cashmere), and skins throughout much of the world. Recently, an miRNA profiling study of the skin and hair follicles of goat and sheep identified the expression of 159 miRNAs by computational and microarray analysis [38]. Of these, 105 skin-expressed miRNAs are conserved in the differentiating hair follicles of the goat and sheep, implicating these miRNAs in mammalian hair follicle growth and development. The miRNA catalog of skeletal muscle was first assessed in sheep with four different CLPG genotypes by high-throughput sequencing, which showed that the miRNAs from the CLPG domain target the ORF of DLK1, thereby causing the trans-inhibition underlying polar overdominance [39]. In addition, Chen et al reported 11 candidate miRNAs that were obtained by bioinformatics based on the conservation of miRNA sequences. All 11 of these miRNAs were detected in the brain and 55 were detected in the liver by RT-PCR analysis [40].

The mammary gland is a dynamic organ that undergoes structural changes during the female reproductive cycle. One important aspect of mammary gland research involves investigating the molecular mechanism of lactation. Studies of miRNA in mammary gland biology have mainly focused on human breast cancer, and functional studies have identified specific miRNAs as tumor suppressors and oncogenes that regulate gene expression by targeting mRNAs in breast cancer [41]. Normal miRNAs expression has been studied in the murine mammary gland at different developmental stages [42], [43] and in the bovine mammary gland [34]. These reports have shown that several miRNAs are involved in the maintenance of mouse mammary epithelial progenitor cells.

The identification and validation of miRNAs in the mammary gland at different developmental stages, however, has been limited. Recently, the miRNAs expressed in goat mammary gland tissues during early lactation were investigated, and 300 conserved miRNAs and 131 novel miRNAs were discovered [44]. Notably, there have been no reports on miRNA expression in the goat mammary gland during the dry period or peak lactation to date, and it is necessary to study the change in miRNA expression during all four stages of mammary gland development.

Therefore, in this study, we used Solexa deep sequencing technology to identify and compare the full repertoire of miRNAs expressed in the caprine mammary gland during the dry period and peak lactation. The data obtained provide useful information about the roles of miRNAs in the biological processes of lactation and the mechanisms of target gene expression and regulation.

## Results

### Construction of Mammary Gland Small RNA Libraries using the Solexa Deep Sequencing Technique

To systematically identify small RNAs and changes in the expression level of miRNAs during mammary gland development, we purified small RNAs from the mammary gland and sequenced them using Solexa high-throughput technology. Mammary gland samples were collected from 2.5-year-old Xinong Saanen Chinese domestic dairy goats. The samples were collected from three animals during the dry period (320 days after lambing, hereafter referred to as the dry period library or D) and peak lactation (75 days after lambing, hereafter referred to as the peak lactation library or P). Total RNA was prepared from these samples, and the RNA from the same developmental stages was then pooled together. Two small RNA libraries were constructed using the small RNA molecules (less than 30 nt) extracted from the D and P mammary gland total RNA. 

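Mammary gland RNA from 3 goats was pooled at each stage, so the dry period and peak lactation were each represented by 1 library and no replicates were available. The goats were 2.5 years old, and the paper places the dry period at 320 days and peak lactation at 75 days after lambing. For each library, the authors deposited every distinct clean read sequence, called a unique tag here, with its length and its count of clean reads. These counts were neither normalized nor aligned to a genome. A tag was counted for the conserved miRNA of Table S2 with which it shared the longest identical stretch from the 5′ end, with a minimum of 18 nt and any 3′ end. A tag that fitted several miRNAs equally well was counted for each of them. Candidate miRNAs of Table S3 were counted by identical tags only. Counts were divided by the clean reads of the library and expressed as reads per 1000000 clean reads (RPM). The libraries were compared with the Audic-Claverie probability given in the paper's methods, after miRNAs below 1 RPM in both libraries had been left out. The p values and the 95% intervals cover the sampling of reads alone, and not differences between goats or between library preparations. The smallest abundance that the depth could show, taken as 3 reads, was 0.20 RPM in the dry period library and 0.19 RPM in the peak lactation library.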

The D and P libraries were sequenced separately using the Solexa deep sequencing technique and generated approximately 15.7 and 17.3 million sequencing reads, respectively. 

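The clean read counts of all tags summed to 14851375 in the dry period library and 15712891 in the peak lactation library, over 788915 and 1108514 unique tags. Tags were 18 to 44 nt long. A tag had on average 18.8 reads in the dry period library and 14.2 reads in the peak lactation library. Tags seen only once made up 79.50% of the unique tags in the dry period library (627150 tags) and 75.64% in the peak lactation library (838514 tags).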

After removing the low-quality reads, adapter contaminant sequences, sequencing reads without insert fragments, reads containing poly(A) stretches and reads of less than 18 nt, a total of 14,851,375 clean reads representing 788,915 unique sequences were recovered from the dry period library, and 15,712,891 clean reads representing 1,108,514 unique sequences were recovered from the peak lactation library (Figure 1 and Table 1). The raw data and processed files for the two libraries have been deposited in NCBI’s Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE41815.

**Figure 1:**
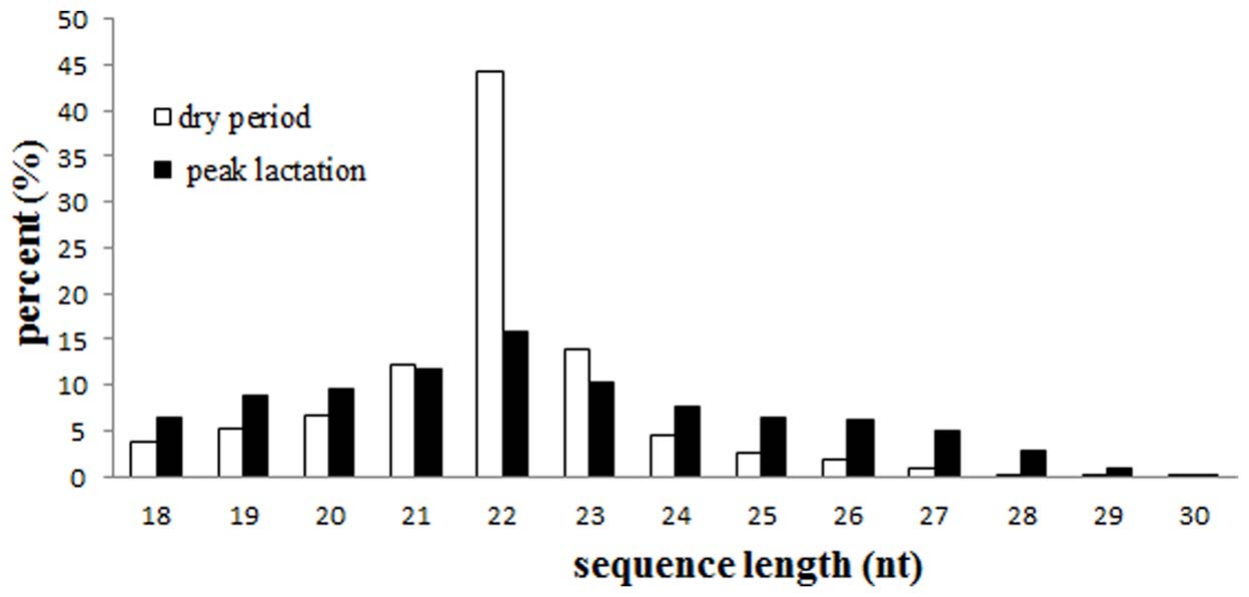
The size distribution of the small RNAs found in the mammary gland during the dry period and peak lactation.

**Table 1:** Small RNA sequencing statistics for the dry period (D) and peak lactation (P) libraries.

	Dry period library (D)		Peak lactation library (P)	
Category	Total reads (%)	Unique reads (%)	Total reads (%)	Unique reads (%)
raw reads	15706825		17349265	
High quality	15632233 (99.5%)		17220358 (99.3%)	
3′adapter null	15496 (0.10%)		19367 (0.11%)	
Insert null	15085 (0.10%)		10406 (0.06%)	
5′adapter contaminants	78042 (0.50%)		49684 (0.29%)	
Smaller than 18nt	671847 (4.30%)		1427823 (8.23%)	
polyA	388 (0.00%)		187 (0.00%)	
Clean reads	14851375 (94.55%)	788915	15712891 (90.57%)	1108514
Mapped to genome	10615964(67.59%)	227399 (28.82%)	8097817 (46.68%)	246825 (22.27%)

Given that no genomic database and insufficient expressed sequence tag databases are available for caprines. There are full-scale bovine genomic sequences available in Genbank and the goat is a member of the family Bovidae. So, we utilized the bovine genome as a reference for subsequent analysis. The high quality sequences were mapped to the reference genome using SOAP (http://soap.genomics.org.cn). For the selection of the computing algorithm, we chose a tolerance of one mismatch for mapping [45], which resulted in 10,615,964 sequences for the dry period and 8,097,817 sequences for peak lactation being mapped to the reference genome. Next, the small RNAs were classified into different categories according to their annotations. We separated out and discarded rRNA, tRNA, snRNA, scRNA, srpRNA and snoRNA sequences, which were identified using a BLAST against the known noncoding RNAs deposited in the Rfam database and NCBI GenBank databases. Moreover, we aligned small RNA tags to repeat-associated RNA to find matched tags in the sample and to exons and introns of mRNA to find the degraded fragments of mRNA in the small RNA tags (Table S1). The investigation of the unique reads in both the P and D small RNA libraries showed that the largest fractions in both libraries were unannotated small RNAs (unann) (66.29% and 67.44% of total unique clean reads, respectively).

### Identification of Conserved and Novel miRNAs in Caprine

The sequences identified in the two miRNA libraries were first compared with 676 mature miRNAs and 662 precursors in bovine miRBase version 18.0, and 103 mature miRNAs and 55 precursors in sheep miRBase version 18.0 (http://www.mirbase.org/) to discover the conserved caprine miRNAs. A total of 346 conserved miRNAs were identified, and 294 of these were present in both libraries. 

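All 346 conserved miRNAs of Table S2 had at least 1 read in one of the libraries. Of these, 299 had reads in both libraries, 39 only in the dry period library and 8 only in the peak lactation library. When at least 10 reads were required, 229 miRNAs remained in both libraries.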

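In the dry period library 338 of the conserved miRNAs were detected, and in the peak lactation library 307. Fewer than 10 reads were found for 74 of them in the dry period library and for 77 in the peak lactation library, so their detection depended on the depth. A minimum of 10 reads lowered the numbers to 264 and 230.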

A total of 303 miRNAs were detected in the P library, and 337 were detected in the D library. These sequences correspond to 5,064,339 (3325 unique sequences) and 8,094,283 (4206 unique sequences) reads (Table 2, Table S2), respectively. 

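Tags counted for conserved miRNAs held 9081514 reads in the dry period library, which were 61.15% of its clean reads (Wilson 95% interval 61.12 to 61.17%). In the peak lactation library they held 2266176 reads, or 14.42% of its clean reads (Wilson 95% interval 14.41 to 14.44%). The reads belonged to 13533 unique tags in the dry period library and 9445 in the peak lactation library. The read totals moved most when only tags identical to the listed sequence were counted, which left 6112339 and 1452507 reads. The number of unique tags ran from 333 and 274 under that rule to 34745 and 21858 with 1 mismatch allowed.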

These results indicate that the two small RNA libraries encompass almost half the repertoire of the known bovine miRNAs. Notably, many of the known bovine miRNAs were not detected, most likely because those miRNAs are expressed at extremely low levels in the mammary gland or during the specific developmental stages analyzed. In this study, a total of 346 conserved and 95 novel miRNAs were identified in the dairy goat. Using conservative identification criteria, we found that 30 and 4 known sheep miRNAs in miRBase match conserved miRNAs and novel goat miRNAs, respectively (Table S3).

**Table 2:** Summary of conserved miRNAs expressed in the mammary gland during the dry period and peak lactation.

	Total miRNA	miRNA	miRNA*	miRNA-5p	miRNA-3p	A	B	C
D	676	579	42	28	27	662	–	–
Peak lactation	303	256	13	18	16	317	3325	5064339
Dry period	337	284	16	18	19	346	4206	8094283

A the miRNA precursors.

B the unique sRNAs matched to the miRNA precursors.

C the total sRNAs matched to the miRNA precursors.

D known bovine miRNAs in miRBase version 18.0 as a reference.

Sequencing reads that did not match any of the known miRNAs were further analyzed to discover novel miRNAs. miRNAs are derived from miRNA precursors, which have a hairpin-like secondary structure. The novel miRNAs were identified using the Mireap program taking into account of the criteria described by Allen et al [46] and Friedlander et al [47] (see Materials and Methods). Because no caprine genomic sequence is available, the bovine genomic sequence was used as the reference genome for sequence annotation. The sequencing reads that could be mapped to the bovine genome were subjected to a novel miRNA prediction analysis. Sequencing tags that could be mapped to multiple loci in the bovine genome were excluded. To minimize noise, sequencing tags with low abundance (fewer than five reads) were also eliminated. A total of 95 miRNA candidates were identified as having the typical miRNA stem-loop secondary structure, which forms the Dicer enzyme cleavage site. 

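Table S3 lists 94 candidate sequences, and each was looked up as an identical tag with a minimum of 5 reads. By this rule 67 candidates were detected in the dry period library, 46 in the peak lactation library and 38 in both libraries. For 19 candidates neither library reached 5 reads. Lowering the minimum to 1 read changed the numbers most, to 90 in the dry period library, 80 in the peak lactation library and 76 in both.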

In total, 54 candidates were identified in the P library, 77 in the D library, and 36 candidates in both libraries. (Table S3).

### Experimental Validation of Caprine miRNAs

Because the identification of miRNAs and prediction of novel miRNAs were based on the bovine genome sequences, these sequences may have few sequence differences in the caprine genome. A total of 20 conserved miRNAs were randomly selected and 6 with high expression (>250 sequences in P and D) and 3 specific miRNAs (>100 sequences in P or D but 0 sequences in the other library) were selected for experimental validation (Table S4). 

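Of the 6 candidates selected for high expression, novel_mir_19 had the most identical tags, with 5687 reads in the dry period library and 4266 in the peak lactation library. The candidate novel_mir_12 had 2655 and 1426 reads, novel_mir_10 had 1831 and 345, and novel_mir_50 had 415 and 261. For novel_mir_21, 703 reads were found in the dry period library and more than 250 in the peak lactation library. For novel_mir_51, 740 reads were found in the dry period library and 244 in the peak lactation library. More than 250 reads in both libraries were thus counted for 5 candidates. Tags that shared at least 18 nt from the 5′ end with a candidate raised the counts of novel_mir_51 to 1022 and 329 reads.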

The corresponding caprine genomic regions were sequenced in an attempt to predict possible precursor sequences. Primers were designed for PCR amplification of the corresponding miRNA precursor sequences from goat genomic DNA based on the bovine miRNA genomic sequences. The PCR products were sequenced, and the sequences obtained were folded in silico using Mfold software [48] (see Materials and Methods) (Figure 2 and Table 3). These results suggest that these sequences fulfilled the secondary structure criteria for miRNAs. The sequences of the 29 caprine miRNA precursors that could fold into a stem-loop secondary structure were identical to those from cattle (Table S4). These results reliably indicate that that the cloned caprine sequences were conserved miRNAs or novel miRNAs.

**Figure 2:**
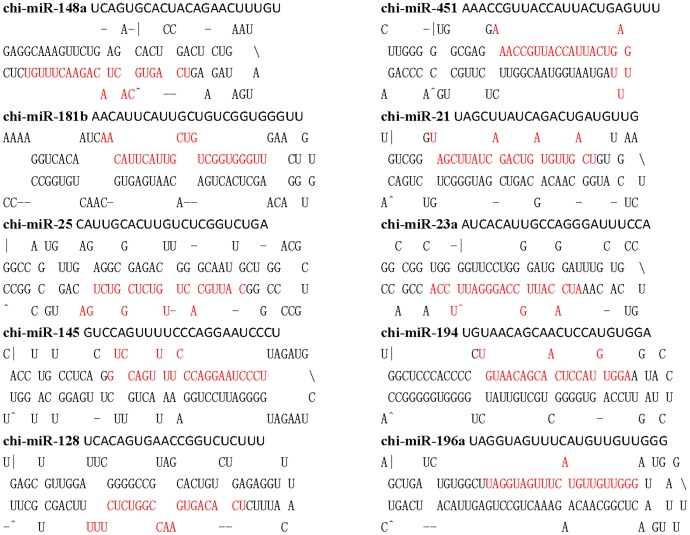
Prediction of the fold-back structure of 10 caprine miRNA precursors. The precursor sequences were obtained by amplifying the corresponding miRNAs gene from goat genomic DNA. The mature miRNA sequences in the precursors are indicated in red.

**Table 3:** Summary of conserved and putative novel miRNA precursors in the dairy goat.

Name	Length of amplicon (bp)	miRNA sequence (5′-3′)	Length of pre-miRNA/miRNA(nt)	MFE (kcal/mol)	A+U (%)	D/S*
let-7a	483	ugagguaguagguuguauaguu	80/22	−35.6	57.5	S
let-7c	310	ugagguaguagguuguaugguu	84/22	−33.5	52.4	S
let-7d	133	agagguaguagguugcauaguu	87/22	−43.5	50.6	S
let-7i	379	ugagguaguaguuugugcuguu	84/22	−39.6	46.4	S
miR-2478	437	guaucccacuucugacacca	77/20	−20.9	49.4	D
miR-25	613	cauugcacuugucucggucuga	84/22	−38.6	35.7	S
miR-148a	298	ucagugcacuacagaacuuugu	68/22	−28.2	55.9	S
miR-181b	786	aacauucauugcugucgguggguu	110/24	−36.0	51.8	S
miR-145	391	guccaguuuucccaggaaucccu	88/23	−41.6	52.3	S
miR-128	617	ucacagugaaccggucucuuu	81/21	−35.8	50.6	S
miR-199a-3p	564	acaguagucugcacauugguua	104/22	−40.0	46.2	S
miR-451	739	aaaccguuaccauuacugaguuu	71/23	−47.0	50.7	S
miR-93	432	caaagugcuguucgugcaggua	77/22	−36.5	39.0	S
miR-222	1149	agcuacaucuggcuacugggu	110/21	−43.0	51.8	S
miR-21	327	uagcuuaucagacugauguugacu	72/24	−35.8	51.4	S
miR-23a	915	aucacauugccagggauuucca	73/22	−34.0	41.1	S
miR-101	524	uacaguacugugauaacugaa	83/21	−47.3	50.6	S
miR-143	567	ugagaugaagcacuguagcuc	101/21	−48.5	42.6	D
miR-194	693	uguaacagcaacuccaugugga	83/22	−57.6	41.0	S
miR-196a	580	uagguaguuucauguuguuggg	85/22	−45.1	56.5	S
novel_miR_10	557	gaggcgggggucgcucucuuu	83/21	−24.4	48.2	S
novel_miR_12	752	uaauacugccugguaaugaugac	83/23	−34.2	42.2	S
novel_miR_16	569	aucauguaugauacugcaaaca	83/22	−26.0	61.5	S
novel_miR_19	687	agauauugcacgguugaucucu	80/22	−35.2	60.0	S
novel_miR_21	603	gguugaucagagaacauacauu	73/22	−34.9	54.8	S
novel_miR_35	489	gaaaaguucguuuggguuuuc	77/21	−34.2	59.7	D
novel_miR_50	828	caggcuaggagaaaugauugg	78/21	−27.1	68.0	S
novel_miR_51	843	uagcagcgggaacaguacugcag	83/23	−43.7	38.6	S
novel_miR_56	500	uacagugaccaggugacgacg	80/21	−31.5	53.8	S

* In the “Difference” column, “Difference” indicates that the precursor sequence differs between the bovine and caprine sequence (D: different, S: same). The miR-2478 has a G/A mismatch at the 11^th^ nt between the bovine and caprine sequences; the miR-143 precursor has a G/A mismatch at the 97^th^ nt between the bovine and caprine sequences.

### Caprine Mammary Gland miRNA Expression Profiles

Solexa deep sequencing is a useful technique for estimating the expression profile of miRNA genes by measuring sequence frequencies. That is, the sequencing frequencies of the miRNAs in the library can be used as an indicator of the relative abundance of the miRNAs. The numbers of sequencing reads of the miRNAs in the P and D libraries are presented in Table S5. Reads from the intersection of P and D are shown in Table S6∶93.87% of the total small RNAs belong to both P and D; only 4.01% belong to P alone and 2.12% to D alone (Table S6).

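Across both libraries 1692810 unique tags with 30564266 reads were compared. Tags present in both libraries numbered 204619 and held 93.87% of the reads (Wilson 95% interval 93.86 to 93.88%). Tags found only in the peak lactation library held 4.01% of the reads, and tags found only in the dry period library 2.12%. Common tags had on average 140.2 reads, against 1.35 for tags of the peak lactation library alone and 1.11 for tags of the dry period library alone. Leaving out tags with fewer than 5 reads over both libraries moved the common share furthest, to 99.27% of the remaining reads.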

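Over both libraries, 11347690 reads were counted for the conserved miRNAs. The dry period library contributed 9081514 of them and the peak lactation library 2266176. With identical tags alone, the reads of conserved miRNAs fell to 6112339 and 1452507.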

In the Solexa deepseq library, more than 13 million sequences were annotated as miRNAs. The sequence reads for the miRNAs are a valuable resource in building the miRNA expression profile of the caprine mammary gland. Some miRNAs, such as let-7a, −7f, −7g, −7c, −7b, miR-103, −107, −1, −143, −423-5p, −29a, −101, −140, −21, −320, −30a–5p, −148a and −199a-3p, were dominantly expressed, with more than 12 million sequences in both the P and D libraries (Table S5). 

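The 18 miRNAs named here were counted with 9939187 reads over both libraries. In the dry period library let-7f (2718302 reads) and let-7a (2628486 reads) had the highest counts, followed by let-7b (723627 reads), let-7c (392684 reads) and miR-103 (255199 reads). In the peak lactation library let-7f (678325 reads) and let-7a (359477 reads) also ranked first and second, followed by miR-103 (214728 reads), miR-107 (87876 reads) and miR-143 (74024 reads). The reads of miR-103 and miR-107 overlap, because the listed sequence of miR-107 is the first 21 nt of miR-103 and tags that end within it were counted for both. Splitting such tags equally lowered miR-103 to 205759 reads in the dry period library and 170790 reads in the peak lactation library. The lowest counts of the list were those of miR-148a in the dry period library (17506 reads, rank 37) and of miR-199a-3p in the peak lactation library (20177 reads, rank 19).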

These miRNAs constituted 91.2% of the total conserved miRNA sequences. 

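The 18 miRNAs held 87.59% of the conserved miRNA reads over both libraries (Wilson 95% interval 87.57 to 87.61%). Their share was 88.72% in the dry period library and 83.06% in the peak lactation library. It rose to 90.90% over both libraries when only identical tags were counted, the largest change among the counting rules.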

These results suggest that these miRNAs are abundantly expressed in mammary gland, and might play an important role in regulating the development of this organ. 

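The 20 miRNAs with the highest counts held 90.49% of the conserved miRNA counts in the dry period library and 85.03% in the peak lactation library. From the high read numbers of the listed miRNAs, the paper reasons that they are abundant in the mammary gland and proposes that they help to regulate its development.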

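For miR-455* more reads were counted than for miR-455 in both libraries, with 482 against 162 reads in the dry period library and 84 against 31 in the peak lactation library. The reads of miR-151* were 0.64 times those of miR-151 in the dry period library (2163 against 3363 reads) and 0.82 times in the peak lactation library (1931 against 2356 reads). For miR-126*, by the listed sequences, the ratios to miR-126 were 0.14 (238 against 1677 reads) and 0.20 (217 against 1062 reads). The paper's counts of miR-126, 240 and 214 reads, are close to those found here for the listed sequence of miR-126*. The ratios of this pair therefore depend on which sequence carries which name. Each of the 6 other miRNA*s was below its miRNA in both libraries. Their ratios ran from 1.7e-05 for let-7a* to 0.26 for miR-424* in the dry period library, and from 7.0e-05 for let-7a* to 0.41 for miR-2411* in the peak lactation library. Only 7 and 17 reads stood behind the last ratio. In all, 8 of the listed pairs, that of miR-126 among them, had fewer miRNA* than miRNA reads in both libraries. The number was 7 when only identical tags were counted.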

Furthermore, in the P and D libraries, except for miR-151*, miR-126* and miR-455*, the expression levels of miRNA*s (miR-424*, −99a*, −142*, −7a*, −2411* and −21*) were much lower than those of their corresponding miRNAs (Table S5). These results are consistent with a previous report that the miRNA* strands are often degraded rapidly during the biogenesis of the mature miRNAs [49].

### miRNAs with Differential Expression between the Dry Period and Peak Lactation in the Mammary Gland

To gain insight into possible stage-dependent roles of miRNAs during the development of the dairy goat mammary gland, it is interesting to investigate the differential expression profiles of the goat mammary gland miRNAs. Notably, the small RNA length distribution and abundance in the two libraries is different (Figure 1). 

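Reads of 18 to 20 nt made up 16.44% of the clean reads in the dry period library and 27.09% in the peak lactation library. Reads of 24 to 30 nt made up 10.27% and 31.64%. Among the 22-nt reads of the dry period library, 5945870 of 6863470 were counted for conserved miRNAs, and in the peak lactation library 1297657 of 2728389. Each length thus had reads of conserved miRNAs and other reads in different proportions, as the plot of read lengths split by class shows.

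**Figure D1:**
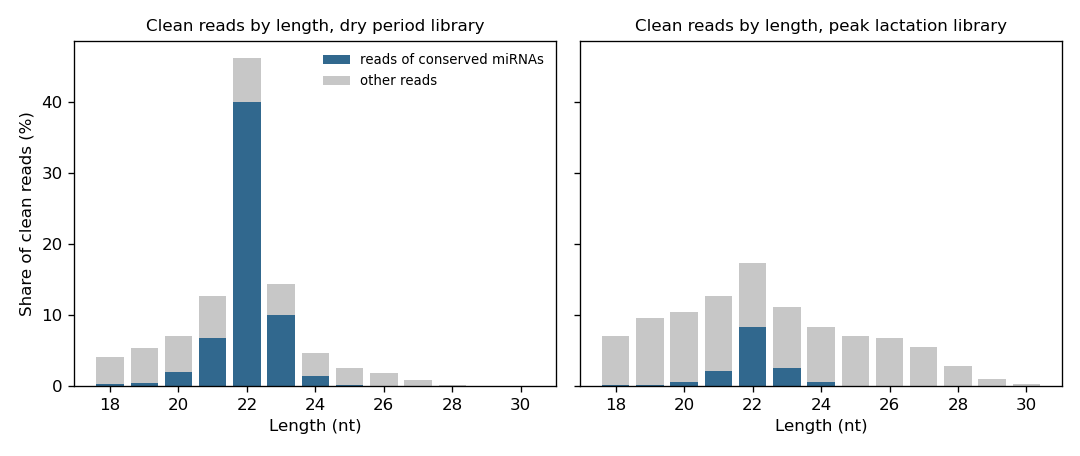
Share of clean reads (%) at each length from 18 to 30 nt in the dry period library and the peak lactation library, with reads counted for conserved miRNAs in blue and all other reads stacked in grey. At 22 nt, reads of conserved miRNAs reach 40.04% of the clean reads in the dry period library and 8.26% in the peak lactation library.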

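Reads of 21 to 23 nt numbered 10883163 in the dry period library, or 73.28% of its clean reads (Wilson 95% interval 73.26 to 73.30%). In the peak lactation library they numbered 6469020, or 41.17% (Wilson 95% interval 41.15 to 41.19%). Among reads of conserved miRNAs alone the shares were 92.82% and 89.40%, and among the other reads 42.52% and 33.04%.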

In the D library, 70.14% of small RNAs are 21–23 nt long, while only 37.75% of the total reads in the P library are 21–23 nt. The 22-nt long RNA molecules were the most abundant small RNAs in both the D and P libraries. 

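At 22 nt the dry period library had 6863470 reads, ahead of 23 nt (2137970 reads) and 21 nt (1881723 reads). The peak lactation library had 2728389 reads of 22 nt, followed by 1998114 of 21 nt and 1742517 of 23 nt.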

Interestingly, the abundance of 22-nt long small RNAs was significantly greater in the D library than in the P library (44.23% and 15.92%, respectively, Figure 1).

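The 22-nt reads made up 46.21% of the clean reads in the dry period library (Wilson 95% interval 46.19 to 46.24%) and 17.36% in the peak lactation library (Wilson 95% interval 17.35 to 17.38%). The gap is far wider than the sampling error of either share, and with 1 library per stage no other error could be measured. The gap narrowed most among the unique tags, each counted once, where the 22-nt shares were 13.13% and 10.89%. With reads of conserved miRNAs alone they were 65.47% and 57.26%. Adding the reads under 18 nt of Table 1 to the denominator, an alternative chosen after seeing the data, gave 44.21% and 15.92%.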

Moreover, the number of unique sequences in the peak lactation library was more than 1.4-fold (1108514/788915) higher than that in the dry period library, even though the total numbers of clean reads in both libraries were nearly the same (approximately 15 million). 

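The peak lactation library had 1.41 times as many unique tags as the dry period library, and 1.06 times as many clean reads. Limiting the comparison to tags with at least 5 reads over both libraries gave a ratio of 1.13. Requiring at least 5 reads within a tag's own library, an alternative added after seeing the data, moved the ratio the other way, to 1.68. When the peak lactation library was subsampled to the depth of the dry period library, the ratio was 1.35.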

Furthermore, the number of P-specific sequences (903895 reads) was much higher than the number of D-specific sequences (584296 reads) (Table S6). 

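Tags found only in the peak lactation library numbered 903895, and tags found only in the dry period library 584296, a ratio of 1.55. Most had been seen once, namely 86.13% of those in the peak lactation library and 92.67% of those in the dry period library. After tags with fewer than 5 reads over both libraries were left out, 17783 and 2239 library-specific tags remained.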

These results indicate that the overall small RNA composition in the two physiological stages is different. 

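Reads outside the conserved miRNAs made up 38.85% of the clean reads in the dry period library and 85.58% in the peak lactation library. The paper takes the larger number of unique and library-specific tags at peak lactation as evidence that the small RNA composition differs between the stages.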

The same phenomenon was also observed in raw milk [16], porcine testes [17], and mouse spermatogenesis [50]. 

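Common tags made up 12.09% of all unique tags (Wilson 95% interval 12.04 to 12.14%) while they held 93.87% of the reads. Within the dry period library 25.94% of the unique tags were common, and within the peak lactation library 18.46%. The share of common tags among unique tags depended strongly on rare tags and rose to 85.40% once a tag needed 5 reads over both libraries. From the read share together with the share of unique tags, the paper reasons that library-specific sequences are far fewer than common ones.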

The common sequences of the total small RNAs between the two libraries were much higher (93.87%), while the common sequences of unique small RNAs between the two libraries were much lower (12.09%), which indicates that the number of P-specific and D-specific sequences was much smaller than that of the sequences common to both libraries.

Several miRNAs were significantly differentially expressed between the P and D libraries (Figure S1). The identification of miRNAs that were differentially expressed between the two libraries was performed after their numbers were normalized to transcripts per million (see Materials and Methods). 

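After miRNAs below 1 RPM in both libraries were left out, 257 conserved miRNAs were tested. An absolute log2 fold change above 1 with p below 0.01 was reached by 177 of them, of which 174 were lower and 3 higher at peak lactation. The 3 higher miRNAs were miR-2887, miR-451 and miR-144. The largest decreases among miRNAs with at least 100 reads in one library were those of miR-34a (log2 fold change -5.20, 139 and 4 reads, exact p = 3.2e-38), miR-181c (-4.80, 210 and 8 reads, p = 8.5e-55), miR-181d (-4.73, 1179 and 47 reads), miR-183 (-4.42, 101 and 5 reads, p = 8.5e-26) and miR-182 (-3.85, 489 and 36 reads, p = 1.6e-108). These are exact Audic-Claverie p values that reflect the sampling of reads in 1 library per stage. Dividing by the reads of conserved miRNAs in place of all clean reads changed the numbers most, to 15 lower and 85 higher miRNAs.

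**Figure D2:**
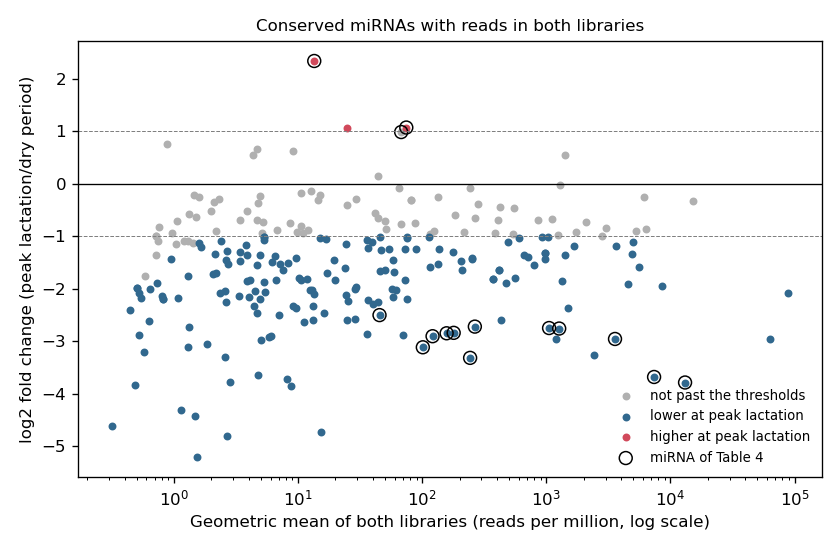
log2 fold change (peak lactation/dry period) of the conserved miRNAs with reads in both libraries that were tested, against the geometric mean of their RPM in both libraries on a log scale, with the miRNAs of Table 4 circled. Blue points (lower) lie below -1 and red points (higher) above 1.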

The results show that a total of 169 miRNAs were differentially expressed between the P and D libraries, of which 165 were down-regulated and 8 were up-regulated in the mammary gland during peak lactation compared to the dry period (Table S5). 

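The log2 fold change was below 0 for 247 of the 257 tested miRNAs (96.11%), with a median of -1.44 and quartiles of -2.15 and -0.92. Reads of conserved miRNAs per clean read at peak lactation were 0.236 times those of the dry period, a log2 ratio of -2.08. Under edgeR's TMM factors, 48 miRNAs were lower and 21 higher at peak lactation, and under DESeq2's size factors 42 were lower and 28 higher. From the lower normalized counts, the paper concludes that the concentration of miRNAs in the gland falls at peak lactation.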

In other words, the miRNA concentration in the mammary gland decreased during peak lactation compared to the dry period. These results suggest that the mammary gland miRNAs composition is dynamically altered during the different periods of lactation.

Fifteen differentially expressed miRNAs were selected from the P and D libraries (Table 4). 

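The reads of miR-2887 rose from 89 in the dry period library to 477 in the peak lactation library, a log2 fold change of 2.34 (95% interval 2.02 to 2.67, exact Audic-Claverie p = 1.9e-60). For miR-451, 762 and 1696 reads were counted, a log2 fold change of 1.07 (95% interval 0.95 to 1.20, exact p = 6.3e-70). For miR-2478, 714 and 1497 reads gave a log2 fold change of 0.99 (95% interval 0.86 to 1.12, exact p = 3.4e-54), which was just under the threshold of 1. Normalization to the reads of conserved miRNAs raised these values most, to 4.42 for miR-2887, 3.16 for miR-451 and 3.07 for miR-2478.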

Of these 15 differentially expressed miRNAs, three miRNAs (miR-2887, −451 and −2478) were identified as highly expressed (sequence number>1500 and fold change>1.0) in the peak lactation mammary gland tissue. The most differentially expressed miRNA was miR-2887, which had a 2.04-fold increase in the peak lactation mammary gland tissue, suggesting that this miRNA may play a role in regulating dairy goat lactation. 

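The log2 fold change of miR-2887 was the highest of the 257 tested miRNAs. It rested on 5.99 RPM in the dry period library and 30.36 RPM in the peak lactation library, with 46 and 160 reads identical to the listed sequence. The GC content of the listed sequence is 80.95%. Among the counting rules it was lowest with identical tags alone, at 1.72, and the sequence that Table S8 gives for miR-2887 led to 1.03 with 32 and 69 reads. From its rise at peak lactation, the paper proposes that miR-2887 takes part in regulating lactation.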

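All 12 of these miRNAs were lower at peak lactation and past both thresholds. The largest decreases were those of let-7b (log2 fold change -3.79, 95% interval -3.80 to -3.77, 723627 and 55526 reads), let-7c (-3.68, 95% interval -3.70 to -3.66, 392684 and 32411 reads) and miR-221 (-3.32, 95% interval -3.40 to -3.23, 11400 and 1211 reads). The smallest was that of miR-199b (-2.50, 95% interval -2.68 to -2.32, 1600 and 299 reads). In between were miR-93 (-3.11), miR-199a-3p (-2.96), miR-98 (-2.90), miR-222 (-2.85), miR-181b (-2.84), miR-145 (-2.76), miR-25 (-2.75) and miR-128 (-2.72). With counts divided by the reads of conserved miRNAs, the values moved up to -1.70 for let-7b and -0.42 for miR-199b. Of the 15 miRNAs of Table 4, 7 were then past the thresholds in the paper's direction. They include miR-2478, which was under the threshold with counts divided by all clean reads.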

The remaining miRNAs (miR-199b, −128, −25, −145, −98, −222, −181b, −199a-3p, −93, −221, let-7b and let-7c) were expressed at a higher level (sequence number>1500 and fold change>2.0) in the dry period mammary gland tissue. Furthermore, it is essential to identify candidate miRNAs that are present only in the P library or D library. Three candidate miRNAs (>100 sequences in P or D but 0 sequences in the other library) were P or D specific. 

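Identical tags of all 3 selected candidates were found in both libraries. For novel_mir_16, 46 reads were counted in the dry period library and 53 in the peak lactation library. For novel_mir_35 the counts were 35 and 32 reads, and for novel_mir_56 they were 81 and 4. No candidate had more than 100 identical reads in one library and 0 in the other. With tags that shared at least 18 nt from the 5′ end, the number of such candidates was also 0, and the reads were 73 and 82 for novel_mir_16, 106 and 79 for novel_mir_35, and 99 and 6 for novel_mir_56.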

Interestingly, all 3 candidate miRNAs are novel miRNAs. These results indicate that these miRNAs are involved in regulating dairy goat mammary gland development and/or lactation.

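In RNA pooled from 3 goats per stage, the counts of novel_mir_56 differed most of the 3 candidates, with 81 identical reads in the dry period and 4 at peak lactation. Its sequence is the first 21 nt of novel_mir_3, for which the paper lists 0 reads in the dry period and 19 at peak lactation. Citing 3 candidates present in a single library, among its other results, the paper infers a part in regulating mammary gland development or lactation. Its closing section leaves to further study whether the potential miRNAs have such a role.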

**Table 4:** Abundance and differential expression of the highly abundant caprine miRNAs in the mammary gland.

miRNA name	D	P	D-NE	P-NE	Fold-change log_2_ P-NE/D-NE	*P*-value	Sig-label
miR-2887	385	1671	25.9235	106.3458	2.0364	4.3E−175	**
miR-451	749	1665	50.433	105.964	1.0711	1.25E−68	**
miR-2478	869	1888	58.5131	120.1561	1.0381	8.41E−74	**
miR-199b	1565	290	105.3774	18.4562	−2.5134	3E−227	**
miR-128	8512	1408	573.1456	89.608	−2.6772	0	**
miR-25	36578	5728	2462.937	364.5414	−2.7563	0	**
miR-145	41213	6254	2775.029	398.0171	−2.8016	0	**
miR-98	2531	370	170.4219	23.5475	−2.8555	0	**
miR-222	5223	734	351.6846	46.7132	−2.9124	0	**
miR-181b	5330	734	358.8893	46.7132	−2.9416	0	**
miR-199a-3p	152691	20829	10281.27	1325.6	−2.9553	0	**
miR-93	3593	460	241.9305	29.2753	−3.0468	0	**
miR-221	7848	790	528.4359	50.2772	−3.3938	0	**
let-7b	443620	32993	29870.63	2099.741	−3.8304	0	**
let-7c	341112	27377	22968.38	1742.327	−3.7206	0	**

P and P-NE represent the actual sequencing count and normalized expression level of miRNAs in the small RNA library generated from the mammary gland during peak lactation, respectively.

D and D-NE represent the actual sequencing count and normalized expression level of miRNAs in the small RNA library generated from the mammary gland during the dry period, respectively.

Fold-change [log_2_ (P-NE/D-NE)] indicates the fold change of the miRNAs in a pair of samples.

The *P*-value reflects the significance of the miRNA differential between the samples. A smaller *P*-value indicates a more significant difference in the miRNA level between samples.

A sig-label of ** indicates a fold-change (log2)>1 or (log2)<-1 and a *P*-value<0.01.

### Identification of Caprine miRNAs Expression Patterns via Stem-loop RT-PCR

To validate the miRNA expression level changes and gain insight into the possible roles of miRNAs at different developmental stages or in different tissues/organs in the goat, we conducted stem-loop quantitative real-time PCR [51]. We selected the above-mentioned differentially expressed miRNAs, including the miRNAs that were up-regulated during peak lactation (miR-2887, −451, −2478), the miRNAs that were down-regulated during peak lactation (−199b, −128, −25, −145, −98, −222, −181b, −199a−3p, −93, and −221), and 6 with high expression (>250 sequences in P and D) (novel_mir_10, 12, 19, 21, 50 and 51) and 3 specific miRNAs (>100 sequences in P or D but 0 sequences in the other library) (novel_mir_16, 35 and 56), that were examined by the stem loop RT-PCR. The let-7 family miRNAs were not measured because these miRNAs are well known to be ubiquitously expressed. We investigated the expression patterns of these miRNAs in the skeletal muscle (Mu), heart (He), liver (Li), kidney (Ki), spleen (Sp), lung (Lu), inner fat (Fa), ovary (Ov) and mammary gland at different developmental stages (30 days after lambing (DAL), 75 DAL, 200 DAL, and 320 DAL).

The results indicate that the expression levels of miR-2887, −451 and −2478 were up-regulated in the dairy goat mammary gland during peak lactation. These results were validated by stem-loop RT-PCR. These miRNAs had the lowest expression level at 320 DAL (dry period) and gradually decreased in abundance during the four different developmental stages of the mammary gland. The expression patterns of these miRNAs were similar: high expression in the mammary gland, heart and muscle tissue and low expression in the liver, lung, spleen, kidney, ovary and fat.

Among the miRNAs that were up-regulated in the dry period mammary gland tissue, several were highly expressed in other tissues: miR-25, −221/222, and −93 in the heart and muscle; miR-222 in the liver; miR-93 in the heart and fat; and miR-128 in the lung and muscle. Furthermore, miR-145 and miR-181b were expressed at low levels in all tissues except for the mammary gland. In contrast, miR-98 and miR-199a/199b were highly expressed in all tissues. A comparison of the expression levels of these miRNAs among different developmental stages of the mammary gland indicated that their expression levels were higher at 200 and 320 DAL than at 30 and 75 DAL. Overall, the results of the qPCR validated the sequencing results. Moreover, the expression of miR-145, −222 and −128 gradually increased over the four developmental stages (Figure 3). These observations indicate that some of the differentially expressed miRNAs underwent dynamic changes in expression during the different stages. These results are consistent with the changes in lactation, showing that these miRNAs may play an important role in the regulation of lactation.

**Figure 3:**
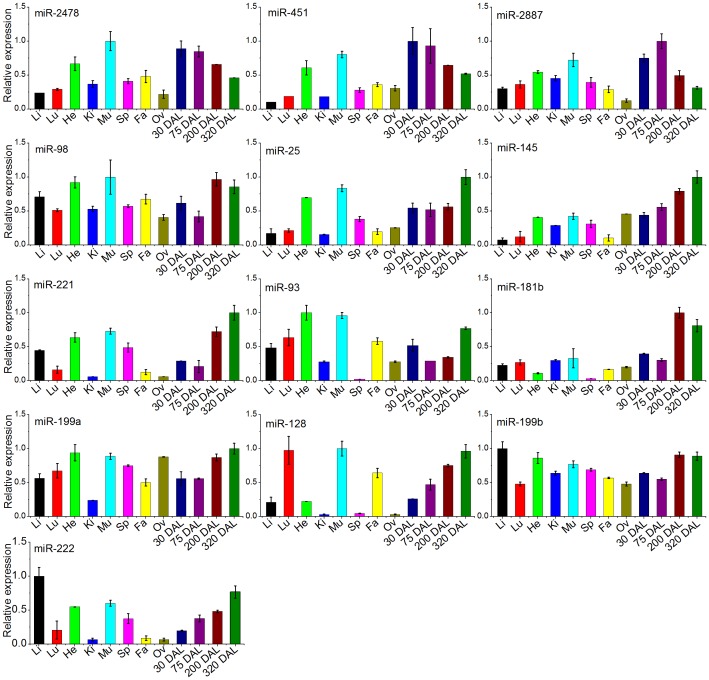
qRT-PCR validation and expression analysis of conserved miRNAs in the dairy goat. Error bars represent one standard deviation of three different biological replicates.

A comparison of the expression profiles of the novel miRNAs among the different tissues revealed that the expression of novel_miR-12 is tissue specific. Other miRNAs were found to be highly expressed in particular tissues, namely novel_miR-10, novel_miR-16, novel_miR-35, novel_miR-50 and novel_miR-56 in the liver and muscle, and novel_miR-19 and novel_miR-21 in the muscle. In contrast, novel_miR-21 was expressed at low levels in all tissue except for the ovary and mammary gland. Furthermore, novel_miR-10, −12, −19 and −21 were expressed at high levels during the different stages. Interestingly, novel_miR-16 and novel_miR-35 were weakly expressed in the dry period mammary gland tissue, and novel_miR-56 was expressed at high levels at 200 and 320 DAL and extremely low levels at 30 and 75 DAL (Figure S2).

## Discussion

In the past several years, miRNAs have been studied extensively. However few studies have focused on the goat, one of the most important livestock animals grown worldwide. Recently, several miRNAs were identified in the goat [38], [40], [44]. However, the identification of most goat miRNAs and their functions, especially in the mammary gland, remains quite limited. A previous study identified 300 conserved miRNAs and 131 novel miRNAs in mammary gland tissues during early lactation [44], but did not investigate miRNA expression in dry period or peak lactation mammary gland tissues. Furthermore, the mammary gland is a dynamic organ whose structure changes throughout the female reproductive cycle, so clarifying the molecular mechanism of lactation is of great importance to the cultivation of dairy goats.

In our study, using high-throughput Solexa technology and a bioinformatics analysis, 303 conserved and 54 novel miRNAs were detected in a library generated from the mammary gland at peak lactation, and 337 conserved and 77 novel miRNAs were detected in a library generated from the mammary gland during the dry period. The majority of the small RNAs were 21–23 nt in length. Most of the sequences were 22 nt in length, which is the typical size range of Dicer-derived products. These results are consistent with the typical small RNA distribution of mammals, such as cattle [16], [34], sheep [39], and pigs [18], [21]. The identification of caprine miRNAs will be useful for studying the role of miRNAs in goat, which is an agriculturally important species and the best model organism for mammary gland bioreactor studies.

Eight members of the let-7 gene family, including let-7a, let-7b, let-7c, let-7d, let-7e, let-7f, let-7g, and let-7i, were sequenced at a high frequency in the mammary gland tissue. 

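The 8 let-7 members ranked between 1 and 20 among the conserved miRNAs of the dry period library, and between 1 and 39 in the peak lactation library. Their counts in the dry period library ran from 49039 reads for let-7d to 2718302 for let-7f. In the peak lactation library they ran from 6706 reads for let-7d to 678325 for let-7f. The log2 fold changes of let-7a (-2.95, 95% interval -2.96 to -2.95) and let-7f (-2.08, 95% interval -2.09 to -2.08) lay between those of let-7b (-3.79) and let-7g (-1.95). With counts divided by the reads of conserved miRNAs, the value of let-7a was -0.87.

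**Figure D3:**
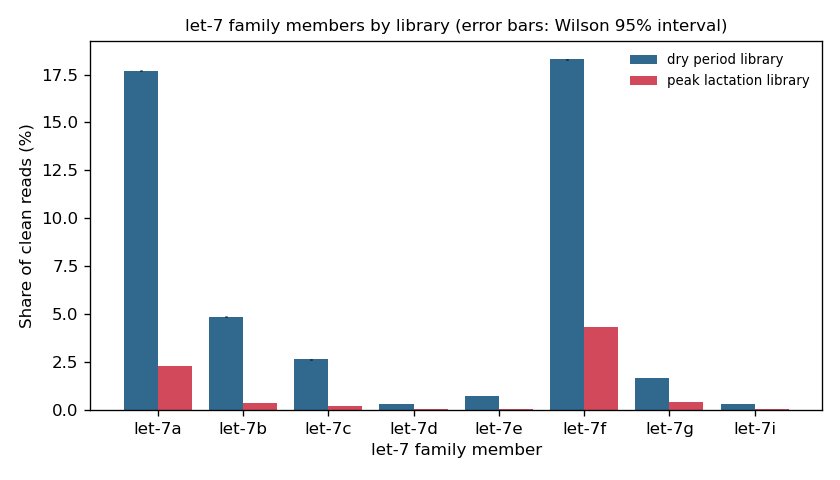
Share of clean reads (%) of each let-7 family member in the dry period library (blue) and the peak lactation library (red), with Wilson 95% intervals as error bars that are narrower than the line width for most members. The largest bars are those of let-7f and let-7a, at 18.30% and 17.70% in the dry period library and 4.32% and 2.29% in the peak lactation library.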

In particular, the let-7f was the most abundant miRNA in the two libraries. 

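Reads of let-7f were 18.30% of the clean reads in the dry period library (Wilson 95% interval 18.28 to 18.32%) and 4.32% in the peak lactation library (Wilson 95% interval 4.31 to 4.33%). The next miRNA in both libraries was let-7a, with 17.70% and 2.29%. With identical tags only, let-7f had 2156010 and 524842 reads and let-7a 1998446 and 259505.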

Sequences from the let-7 family accounted for 41.11% of all clean reads in the dry period mammary gland tissue library and 25.44% of all clean reads in the peak lactation tissue library (Table S5). 

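Tags of the 8 let-7 members held 6912129 reads in the dry period library, or 46.54% of its clean reads (Wilson 95% interval 46.52 to 46.57%). In the peak lactation library they held 1220718 reads, or 7.77% (Wilson 95% interval 7.76 to 7.78%). All reads that contained the bases GAGGTAG anywhere made up 47.62% of the dry period library and 8.20% of the peak lactation library. The shares were lowest with identical tags alone, at 33.63% and 5.69%.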

These data were similar to those from other studies of miRNAs in different tissues [20], [35], [52]. Roush et al [53] also reported that the let-7 family is highly expressed and conserved across animal species, including mammals, flies, worms and plants. These data show that let-7 miRNAs are some of the most important miRNA regulators of fundamental biological processes.

In our study, a total of 346 conserved and 95 novel miRNAs were identified in the dairy goat. Ji et al (2012) detected 300 conserved miRNAs and 131 novel miRNAs from early lactation mammary gland. We detected 95 novel miRNAs in our libraries because we used the bovine miRBase version 18.0 as reference, while Ji et al selecting the bovine miRBase version 17.0. Although most of the miRNAs in our study had been reported previously, different candidate miRNA were detected at different stages. By using high-throughput sequencing technology, the detection capacity of miRNA expression could be on the order of up to 10^6^ sequences. This difference may be due to the fact that samples were obtained from different breeds and different developmental stages, suggesting that some of the miRNAs were expressed in specific temporal patterns [54].

Among the top 20 most abundant miRNAs, 18 miRNAs were present in both samples (Table S5), although their abundance differed significantly between samples. 

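The lists of the 20 miRNAs with the most reads shared 17 names. Only the dry period list held let-7e (110311 reads), let-7i (50198 reads) and let-7d (49039 reads), and only the peak lactation list held miR-148a (27012 reads), miR-26a (25526 reads) and miR-146b (20046 reads). The log2 fold changes of the shared miRNAs ran from -3.79 to -0.25, and 11 were below -1. Allowing 1 mismatch reduced the overlap to 15 miRNAs.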

We compared our deep sequencing data with previously reported deep sequencing data, from cattle testis and ovary tissue [35], pig immature, mature [17], backfat [20], pituitary [24], subcutaneous fat and skeletal muscle tissues [21], chicken embryos [30] and caprine skin [38]. We found that 6 miRNAs, including miR-21, −30a, −101, −103/107 and −148a, were among the top 20 most abundant miRNAs in the above-mentioned tissues or organs (Table S7). Moreover, seven of these miRNAs, let-7a, let-7b, let-7c, let-7f, miR-21, miR-29a and miR-143, were detected in both goat and sheep. Among the top 20 most abundant miRNAs, 12 miRNAs were present in the early lactation, peak lactation and dry period mammary gland samples (Table S7), and six of them, miR-1, miR-29a, miR-140, miR-320, miR-199a-3p and miR-2284x were detected in our library. These findings suggest that these miRNAs were expressed in temporally dependent patterns at different developmental stages [54].

The let-7 family was not investigated because these miRNAs are well known to be ubiquitously expressed. Interestingly, the mature sequences of each of these miRNAs were identical among goat, cattle, pigs, chickens, humans, and mice (Figure S3), showing that these mature miRNA sequences are strongly conserved throughout evolution in vertebrates. These data suggest that these miRNAs have a multi-regulatory role in different species. For example, miR-21 is a small multi-faceted RNA that plays an extensive regulatory role in female physiology [35], the uterus [55], adipose tissue [56], skeletal myoblasts [57], immune reactions [35] and almost all forms of cancer [58]. In addition, as one of the top 20 most abundant miRNAs, miR-101 controls mammary gland development by regulating cyclooxygenase-2 expression [59] and the alpha-casein gene [60]. Additionally, miR-21, −101, −103 and −143 are more abundantly expressed in the bovine mammary gland [34], which suggests that these miRNAs may play an important role in the development or physiology of this tissue. Interestingly, the 13 of the top 20 most abundant miRNAs (let-7a, -7b, 7c, 7f, 7g, miR-21, −30a, −103, −107, −143, −148a, −320 and −423-5p) in the mammary gland also appear in the top 20 most abundant miRNAs in raw milk, which shows that these miRNAs in milk originate from the cells of the mammary gland.

Furthermore, 4 of the top 20 most abundant miRNAs (miR-29a, −30a, −101, and −146b) are immune-related miRNAs. miR-29a suppresses immune responses to intracellular pathogens by targeting interferon-γ [61], and miR-146b targets NF-κB signaling as a negative regulator of the innate immune response [62]. In T-cell function, miR-101 is extremely important in the post-transcriptional modulation of Icos, and miR-30 is modulated upon interferon-β exposure [63]. We found that the majority of miRNAs, especially immune-related miRNAs, were expressed at similar levels in the mammary gland and milk. Thus, our results, together with those of others [16], [64]–[66], suggest that the immune-related miRNAs in the milk may be actively secreted by the mammary gland and transferred into the infant’s body via the digestive tract, where they could play a key role in the development of the immune system in infants. Milk is no longer considered to be simply a source of nutrients; rather, it is thought to play a comprehensive role in regulating the immune system as well as infant growth and development.

Other mammary gland related miRNAs in mammals, including miR-126, −99a/99b, −17/92 and−200a, have also been identified in the dairy goat mammary gland. miR-126 regulates progesterone receptors and is involved in development and lactation in the mouse mammary gland [67]; miR-99a/99b modulates transforming growth factor-β-induced epithelial to mesenchymal plasticity in normal murine mammary gland cells [68]; the miR-17/92 cluster is under the control of the key mammary transcription factor STAT5 [69]; miR-200a regulates silent information regulator 1 expression and epithelial to mesenchymal transition-like transformation in mammary epithelial cells [70]; and miR-181a and miR-155 may induce B-cell differentiation [65]. However, whether these miRNAs influence the development of the dairy goat mammary gland by targeting similar gene requires further investigation.

In this study, miRNA expression patterns were profiled in nine different tissues. Although there were diverse expression profiles in different tissues, most miRNAs were ubiquitously expressed. In addition, the comparison of miRNA expression across the four developmental stages of the mammary gland revealed that several miRNAs exhibited a gradual increase (such as miR-451 and −2478) or decrease (such as miR-145, −222 and −128), indicating that these miRNAs may play important regulatory roles in the dairy goat mammary gland.

In conclusion, not only did we identify 441 miRNAs in the caprine mammary gland, including 346 conserved and 95 novel miRNAs, but we also discovered that some miRNAs are differentially expressed among different tissues or physiological stages of the mammary gland. In addition, the comparison of miRNA expression profiles among different tissues and developmental stages of the mammary gland indicated that several potential miRNAs might influence mammary gland development and lactation. However, whether the potential miRNAs actually regulate mammary gland development and lactation should be further investigated. This study provides the first miRNAs profiling study of the caprine mammary gland. The characterization of these miRNAs could facilitate a better understanding of the molecular mechanisms of caprine lactation and mammary gland development.

## Materials and Methods

### Animal Collection and RNA Extraction

The experimental animals used in this study were of a famous Chinese domestic breed of dairy goat known as Xinong Saanen. The dairy goat tissues, including liver, heart, skeletal muscle, lung, inner fat, ovary, spleen and kidney, were collected from three 2.5-year-old Xinong Saanen dairy goats. The mammary glands were collected from three Xinong Saanen dairy goats at different stages: 30 days after lambing (DAL), 75 DAL, 200 DAL, and 320 DAL. All samples were immediately frozen in liquid nitrogen and stored at −80°C. Three samples were then pooled, and the total RNA was isolated from each pooled sample using the Trizol reagent (Takara, Dalian, China) according to the manufacturer’s protocol. The RNA quality and quantity were determined using an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA). All animal protocols were approved by the Review Committee for the Use of Animal Subjects of Northwest A&F University.

### Construction of Small RNA Libraries and Solexa Sequencing

Two miRNA libraries were constructed, namely, 75 DAL and 320 DAL libraries. Small RNAs (less than 30 nt) were collected from the total RNA pool by 15% denaturing polyacrylamide gel electrophoresis. Next, these small RNAs were ligated to a 5′ adaptor and 3′ adaptor and reverse transcribed using the complimentary sequence of the 3′ adaptor. Subsequently, the adaptor sequencing primers were used to amplify the reverse transcription products. Finally, Solexa sequencing technology was used to sequence the small RNAs from the two samples (BGI, Shenzhen China).

### Sequencing Data Analysis and Identification of miRNAs

First, the low quality reads were filtered to remove the reads without the 3′ adaptor, 5′ adaptor-contaminant reads, reads without the insert fragment, reads containing poly(A) stretches, and reads of less than 18 nt. Next, the remaining sequences (clean reads) were mapped to the bovine genome by SOAP (http://soap.genomics.org.cn) with a tolerance of one mismatch. The matched sequences were blasted against the Rfam database (http://www.sanger.ac.uk/software/Rfam) and NCBI GenBank database (http://blast.ncbi.nlm.nih.gov/) to identify and remove the rRNA, tRNA, snRNA, scRNA, srpRNA, and snoRNA sequences. The remaining reads mapped to genomic repeats and to known transcripts (exonic and intronic). All mapping was performed using BLAST with the following parameters: blastall -p blastn, −F F, −e 0.01. Sequences that did not overlap with any annotated sequence were classified as ‘unannotated’. Finally, after being classified into different categories based on sequence similarity and conservation, the remaining reads of our datasets were compared to the currently release of the miRBase to identify miRNAs.

The miRNA identification was performed by comparing the sequenced small RNAs with known bovine and sheep miRNAs in miRBase version 18.0. Potentially novel miRNAs were analyzed in two steps, first using Mireap software and then using Mfold software [48]. The Mireap program, developed by the Beijing Genome Institute (BGI), was used to analyze the structural features of the miRNA precursors to identify all novel miRNA candidates. The resulting structures were retained as novel miRNA candidates only if they met the criteria described by Allen et al [46] and Friedlander et al [47]. Mireap can be accessed at the following link: http://sourceforge.net/projects/mireap/. The novel goat pre-miRNA sequences were checked using Mfold to predict stem-loop structure (http://mfold.rna.albany.edu). The stem-loop hairpins were considered to be typical only when they fulfilled the following criteria: (1) the number of base pairs in a stem was ≥18 nt; (2) the number of errors in one bulge was ≤18; (3) the secondary structures of the hairpins were stable, with a free energy of hybridization under −20 kcal/mol; (4) the percentage of the miRNA in the stem was ≥80%; (5) the length of hairpin (up and down stem+terminal loop) was ≥53 nt; (6) the length of the hairpin loop was ≤22 nt; and (7) the percentage of A and U in the mature miRNA was 30%–70%. If one sequence satisfies these strict criteria, this sequence is considered a candidate of the predicted miRNA precursor.

### Amplification of miRNAs Precursors

The genomic DNA collected from the Xinong dairy goats was isolated from 2% heparin-treated blood samples and stored at −80°C, following standard procedures [71]. Primers were designed by Primer Premier 5.0. The 25 µL PCR reaction volume contained: 50 ng genomic DNA, 0.5 µM of each primer, 1×buffer [including 1.5 mM MgCl_2_], 200 µM dNTPs and 0.625 units of *Taq* DNA polymerase (MBI, Vilnius, Lithuania). The cycling protocol was 5 min at 95°C, 35 cycles of 94°C for 30 s, annealing for 30 s, and 72°C for 40 s, with a final extension at 72°C for 10 min. Amplification products were sub-cloned into the PMD18-T vector (Takara, Dalian, China) and sequenced.

### Analysis of miRNA Expression Levels in the Two Libraries

To compare the miRNA expression levels between two samples to determine the differentially expressed miRNAs, the expression of the miRNAs in two samples (dry period and peak lactation caprine mammary gland tissues) was normalized to obtain the expression in transcripts per million. In cases when the number of transcripts of an miRNA was zero in one of the two libraries, the zero was changed to 0.01 for the comparative analysis; if the number of transcripts of an miRNA was less than 1 in both of the libraries after normalization, this miRNA was discarded during the comparative analysis.

Next, the fold-change and P-value for each miRNA were calculated based on the normalized expression using the formulae shown below: Normalization formula: Normalized expression = Actual miRNA count/Total count of clean reads*1000000. Fold-change formula: Fold_change = log2 (peak lactation/dry period).

*P*-value formula:
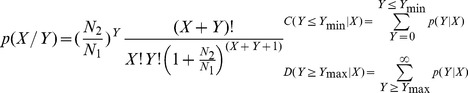
where N1 and X represent the total number of clean reads and normalized expression level of a given miRNA in the small RNA library generated from the mammary gland during the dry period, respectively, and N2 and Y represent the total number of clean reads and normalized expression level of a given miRNA in the small RNA library generated from the mammary gland during peak lactation, respectively.

### Validation of Caprine miRNAs using Stem-loop RT-PCR

Stem-loop qPCR was used to validate the conserved and novel miRNAs according to Chen et al [51]. The real-time PCR was performed using a standard SYBR Green PCR kit (Takara, Dalian, China) in the BioRad CFX96 Real-Time PCR Detection System according to the manufacturer’s instructions. 18S rRNA was used as the reference gene in the qRT-PCR detection of caprine miRNAs, and all reactions were run in triplicate. The relative expression level of the miRNAs was calculated according to the method of Livak and Schmittgen [72]. All of the primers for the RT-PCR and qPCR are shown in the supplementary materials (Table S8).

## Supporting Information

Figure S1 Comparison of miRNAs expression levels in dry period and peak lactation mammary gland tissue. The X and Y axis show expression level of miRNAs in two samples respectively. Red points represent miRNAs with ratio>2; Blue points represent miRNAs with 1/2<ratio<2; Green points represent miRNAs with ratio<1/2; Ratio = normalized expression of the treatment/normalized expression of the control; 1–3 represents peak lactation mammary gland. 2–4 represents dry period mammary gland.
(TIF) Click here for additional data file.

Figure S2 qRT-PCR validation and expression analysis of novel miRNAs in dairy goat. Error bars represent one standard deviation of three different biological replicates.
(TIF) Click here for additional data file.

Figure S3 Comparison of the sequences of the top 20 most abundant miRNAs in model vertebrate animals.
(TIF) Click here for additional data file.

Table S1 The categories of small RNAs detected in the mammary gland during the dry period and peak lactation.
(XLS) Click here for additional data file.

Table S2 Summary of the miRNAs found in the mammary gland during the dry period and peak lactation.
(XLS) Click here for additional data file.

Table S3 Summary of the novel miRNAs found in the mammary gland during the dry period and peak lactation.
(XLS) Click here for additional data file.

Table S4 Summary of stem-loop structures of conserved and novel miRNA precursors in the goat.
(XLS) Click here for additional data file.

Table S5 Comparison of the expression profiles of miRNAs in the caprine mammary gland during the dry period and peak lactation.
(XLS) Click here for additional data file.

Table S6 Summary of the common and stage-specific sequences expressed in P and D.
(XLS) Click here for additional data file.

Table S7 Summary of the top 20 most abundant miRNAs identified by deep sequencing in different livestock animals.
(XLS) Click here for additional data file.

Table S8 The mature miRNA and primer sequences.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

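Small RNA of the mammary gland of dairy goats was sequenced in 2 libraries, 1 for the dry period and 1 for peak lactation, each made from RNA pooled from 3 goats. The authors removed low-quality reads, reads without the 3′ adaptor or an insert, reads with 5′ adaptor contaminants, poly(A) reads and reads under 18 nt, and collapsed identical reads. The authors deposited the resulting tags with the count of clean reads of each tag, without normalization or alignment. The paper places the dry period at 320 days and peak lactation at 75 days after lambing, while the sample labels give these days the other way round. The stages were taken from the sample titles and the paper.

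The dry period library held 14851375 clean reads and the peak lactation library 15712891. Shares of reads are given with Wilson 95% intervals, and 3 reads (0.20 and 0.19 RPM) were taken as the smallest abundance the depth could show. A tag was counted for the conserved miRNA of Table S2 with the longest identical stretch from the 5′ end, of at least 18 nt, with any 3′ end, and tags that fitted several miRNAs equally were counted for each. Candidate miRNAs of Table S3 were counted by identical tags, and a candidate was called detected from 5 reads. The first count column of Table S2 was read as the dry period, because it holds the dry period counts of Table S5 and Table 4.

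Counts were divided by the clean reads of the library and multiplied by 1000000. A count of 0 was replaced by 0.01 RPM, and miRNAs below 1 RPM in both libraries were left out. The log2 fold change is peak lactation over dry period. Its p value is the Audic-Claverie probability, two-sided from the smaller tail, and a miRNA was called at an absolute log2 fold change above 1 and p below 0.01. Intervals of the log2 fold change come from the Wilson interval of the split of a miRNA's reads between the libraries. With 1 library per stage, no estimate of the spread between animals, no fit without a replicate and no regrouping of samples was possible.

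The miRNAs named in the text were set by a rule before the processed files arrived. They are the 15 miRNAs of Table 4, the miRNAs the paper lists as dominantly expressed, its miRNA and miRNA* pairs, the 8 let-7 members, the candidates it selected for PCR, and the 5 miRNAs with the largest change in each direction among those past the thresholds with at least 100 reads in one library. Only 3 miRNAs met the rule in the upward direction.

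The alternatives covered other counting rules (identical tags, containment at any offset, an anchored stretch of 20 nt, 1 mismatch, ties split equally), other normalizations (reads of conserved miRNAs, TMM factors of edgeR 4.0.16 and size factors of DESeq2 1.42.0, computed on the miRNA counts in R 4.3.3), other filters on low counts, a Benjamini-Hochberg adjustment, an exact conditional binomial test, 1 read added to each count, the counts of Table S2 and the sequences of Table S8. For read lengths and tags they covered unique tags, minimums of 2 and 5 reads, a subsample of the peak lactation library, and the reads under 18 nt of Table 1 added to the denominator. A ratio of tags with at least 5 reads in their own library, the denominator with reads under 18 nt, and the subsample as applied to differential expression, were chosen after seeing the data. The other computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

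The counting and the test were tested on simulated data. All 317 simulated miRNAs received the counts they were given, and no reads of random tags were counted. Of 109 miRNAs with at least 100 reads that were changed by a known factor, 109 were called in the right direction, and 0 of 102 unchanged miRNAs were called. The median error of the log2 fold change was 0.041. The simulated counts varied by the sampling of reads alone, and the changes were well past the threshold. The outcome therefore says nothing about differences between goats or library preparations, or about changes near the threshold.

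The mapping to the bovine genome, the annotation classes of Table S1, the prediction of candidate miRNAs, the sequenced precursors and the quantitative PCR were left out, because a genome, the annotation databases and the PCR measurements are not in the files analysed here. An alternative that would have kept only tags matching a genome was not run for the same reason.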

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

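Among reads outside the conserved miRNAs, the most frequent group with the same first 18 bases took 2.27% of the clean reads in the dry period library and 5.73% in the peak lactation library (Wilson 95% interval 5.72 to 5.74%). It was flagged because the paper does not discuss these reads as a group and the share is far above the smallest share the depth can show. As a share of the reads outside conserved miRNAs alone, the group held 5.84% in the dry period library and 6.69% at peak lactation, a ratio of 1.15. The higher share at peak lactation may therefore be part of a rise of all reads outside the miRNAs, and the prediction for this test was written after the shares were seen. With 1 library per stage, the rise cannot be told apart from a difference between library preparations or between the pooled goats. No reference was at hand to name the RNA these reads came from, and no biological explanation was tested.

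Reads outside the conserved miRNAs that end in CCA made up 2.97% of the clean reads in the dry period library and 7.61% in the peak lactation library (Wilson 95% interval 7.59 to 7.62%). They were flagged for the same reason. Their share of the reads outside conserved miRNAs was 7.64% and 8.89%, a ratio of 1.16, so the increase may also follow from the rise of all such reads. That prediction, too, was made after the result was seen. Differences between library preparations or between the pooled goats could not be excluded, since each stage had 1 library.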

How the results depend on the processing

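The alternatives were set before the processed files arrived, except for 3 that were chosen after seeing the data: the reads under 18 nt of Table 1 added to the denominator of the length shares, the ratio of tags with at least 5 reads in their own library, and the differential expression counts with the peak lactation library subsampled to the dry period depth. Of 25 headline results, 7 stayed the same under every alternative, where a count was called the same within 1.5 times the main count. These were the conserved miRNAs detected in the dry period library (338), in the peak lactation library (307) and in both (299), the 17 miRNAs shared by the lists of the 20 most abundant, the 8 miRNA*s with fewer reads than their miRNA, the 67 candidates detected in the dry period library, and the number of stage-specific candidates (0). The 8 miRNA*s include miR-126*, whose counts depend on which sequence carries that name. The replicate block was not run because each stage had 1 library. The alternative limited to tags matching a genome was not run, because no genome was at hand.

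Normalization changed the counts of differentially expressed miRNAs most. In place of 177 miRNAs (174 lower and 3 higher at peak lactation), 100 were called with counts divided by the reads of conserved miRNAs (15 lower, 85 higher), 69 with edgeR's TMM factors (48 lower, 21 higher) and 70 with DESeq2's size factors (42 lower, 28 higher). All of these remove the lower share of miRNA reads at peak lactation from the comparison, which may explain the change. With containment at any offset, 5 miRNAs were higher. Of the 15 miRNAs of Table 4, 14 were past the thresholds in the paper's direction, and 7 when counts were divided by the reads of conserved miRNAs.

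The direction changed for let-7f and miR-103. For let-7f the log2 fold change of -2.08 became 1.57e-05 with counts divided by the reads of conserved miRNAs, which is practically 0. For miR-103 the value of -0.33 became 1.75 with that normalization, 0.97 with TMM factors, 1.07 with DESeq2's size factors and 0.30 with the counts of Table S2. Other named fold changes crossed a threshold in 14 rows that became weaker, 9 of them with counts divided by the reads of conserved miRNAs, and in 7 rows that became stronger, all of miR-2478. Results that were not headline results moved in 41 further rows, all of them reads or tags of miRNAs under other counting rules.

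The 22-nt share was 46.21% in the dry period library and 17.36% at peak lactation. It was 13.13% and 10.89% among unique tags, 47.69% and 17.74% for tags with at least 2 reads, 65.47% and 57.26% among reads of conserved miRNAs, 15.90% and 10.64% among the other reads, and 44.21% and 15.92% with the reads under 18 nt in the denominator. For the 21 to 23 nt reads, 73.28% and 41.17% became 38.04% and 32.10%, 74.87% and 41.70%, 92.82% and 89.40%, 42.52% and 33.04%, and 70.11% and 37.74% under the same alternatives. Shares counted as moved when they left the 95% interval, which is narrow at this depth.

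The ratio of unique tags of 1.41 was 1.33 with at least 2 reads per tag over both libraries, 1.13 with at least 5 reads, and 1.35 after subsampling. For tags with at least 5 reads in their own library it was 1.68, so the direction of the change depends on how rare tags are left out. The share of reads with common tags was 98.11%, 99.27% and 93.90% under the first 3 of these alternatives, and the share of unique tags that were common 54.88%, 85.40% and 12.19%. Library-specific tags numbered 42842 in the dry period library and 125354 in the peak lactation library with at least 2 reads, and 2239 and 17783 with at least 5 reads. Most unique tags had been seen once, so the depth limits what any count of unique tags can show.

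The let-7 share of 46.54% and 7.77% was 33.63% and 5.69% with identical tags, 45.18% and 7.56% with containment, 45.83% and 7.63% with a stretch of 20 nt, and 47.69% and 7.97% with 1 mismatch. The share of the 18 dominant miRNAs of 87.59% was 90.90%, 87.55%, 87.86% and 86.90% under these rules. For candidates, 46 detected at peak lactation became 80 with a minimum of 1 read, and 38 in both libraries became 76, or 61 with a stretch of 18 nt from the 5′ end.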

Differences from the paper's values

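For conserved miRNAs, 2266176 reads were counted in the peak lactation library, against the paper's 5064339. None of the alternatives set before the files arrived closed the gap, and the highest, with 1 mismatch, was 2346891. The let-7 share of the same library was 7.77% against the paper's 25.44%, and no counting rule gave more than 7.97%.

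The gap lay in 3 miRNAs. For let-7a, 359477 reads were counted at peak lactation against the paper's 1824700, and for let-7f 678325 against the paper's 2026006. No counting rule brought either within 1.5 times the paper's count. For miR-103, 214728 reads were counted against the paper's 280256. The paper's counts exceeded those found here by 1465223, 1347681 and 65528 reads, 2878432 in all. Summed over all conserved miRNAs, with tags that fit several miRNAs counted for each, the counts found here were 2373495 and those of Table S2 exceeded them by 2690844. In the dry period library the counts were 1.09 (let-7a), 1.08 (let-7f) and 1.19 (miR-103) times the paper's.

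The log2 fold change of let-7a was -2.95 against the paper's -0.80, and none of the alternatives closed the gap. For let-7f it was -2.08 against the paper's -0.79. The TMM factors of edgeR gave -0.78, within the sampling error of the paper's value, and no other alternative did. For miR-103 it was -0.33 against the paper's 0.33, and no alternative came within the error, although the normalizations to miRNA reads and the counts of Table S2 gave positive values. In Table S5, the printed fold change was compared with the value that follows from the counts and clean reads of the same row. Of 242 rows, 3 differed by more than 0.01, and the rest by at most 9.8e-04. The 3 rows were let-7a (the paper's counts give -0.48), let-7f (-0.39) and miR-103 (0.30).

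The log2 fold changes of 4 miRNAs of Table 4 differed from the paper's by more than the sampling error. They were -2.76 for miR-145 (the paper's -2.80), -2.84 for miR-181b (the paper's -2.94), -3.79 for let-7b (the paper's -3.83) and -3.68 for let-7c (the paper's -3.72). Containment at any offset, a stretch of 20 nt and the counts of Table S2 closed the gap for miR-145, miR-181b and let-7b. For let-7c it was closed by containment, by ties split equally and by the counts of Table S2. The other alternatives left these gaps open. For miR-2887, 89 and 477 reads were counted in the dry period and peak lactation libraries, against the paper's 385 and 1671. Its log2 fold change of 2.34 was within the sampling error of the paper's 2.04.

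Conserved miRNAs had 13533 unique tags in the dry period library against the paper's 4206, and 9445 in the peak lactation library against the paper's 3325. No alternative came within 1.5 times, and the numbers ran from 333 and 274 with identical tags to 34745 and 21858 with 1 mismatch. Higher at peak lactation were 3 conserved miRNAs against the paper's 8, and no alternative closed the gap. The paper's numbers of lower and higher miRNAs sum to more than its total. Table S5 marks 169 rows with ** or *, of which 165 are below 0 and 4 above 0. The ** mark, which stands for the thresholds used here, is on 165 rows. At these thresholds the paper's own counts gave 161 lower and 4 higher miRNAs. No candidate was specific to a stage, against the paper's 3, under either counting rule.

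For miR-126*, which the paper excepts from the lower level of miRNA*s, the paper's counts are 984 and 545 reads against 240 and 214 for miR-126. Here 238 and 217 reads were counted for the listed sequence of miR-126*, and 1677 and 1062 for that of miR-126, so the paper's counts of miR-126 are close to those found here for miR-126*. For miR-151*, the paper's counts are 1946 and 1754 reads against 1466 and 987 for miR-151, and 2163 and 1931 against 3363 and 2356 were counted here. The paper lists miR-2478 among the miRNAs past the threshold, and its log2 fold change was 0.99. The paper gives all of the candidates chosen for high expression more than 250 reads in both libraries, and novel_mir_51 had 244 at peak lactation. Table S3 holds 94 candidates, fewer than the text states. The overlap of the lists of the 20 most abundant miRNAs was 17, lower than the paper's 18. The length shares were within 1.5 times the paper's, and came closest with the reads under 18 nt in the denominator, an alternative chosen after seeing the values: 44.21% against the paper's 44.23% and 15.92% against the paper's 15.92% for 22 nt.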

Other observations

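Most differentially expressed conserved miRNAs were lower at peak lactation. The predictions for this pattern were written before the tests. With counts divided by the reads of conserved miRNAs, 0.18 miRNAs were called lower for each one called higher, as this division adds the same value to every log2 fold change. With TMM factors (48 lower, 21 higher) and DESeq2's size factors (42 lower, 28 higher) most called miRNAs were still lower. The size of the pattern thus depends on the normalization to all clean reads, and its direction changed under 1 of these 3 alternatives. The GC content was compared among the miRNAs only, and there the fold change did not follow it. Such a comparison cannot show whether GC content shifted all miRNAs against the other reads. Across 190 conserved miRNAs with at least 100 reads in one library, Spearman's rho with the log2 fold change was -0.027 and Pearson's r 0.02 (permutation p of rho = 0.72, 100000 resamples, 1 relation computed), and miRNAs are not independent replicates. Outside the 20 most abundant miRNAs the median log2 fold change was -1.48. With nearly all miRNAs lower, leaving out 20 of them could not bring this median near 0. The median therefore cannot show whether a few abundant miRNAs took up reads from the others. The 17 miRNAs on both lists of the 20 most abundant were lower at peak lactation, with log2 fold changes from -3.79 to -0.25. The lists held 90.49% of the conserved miRNA counts in the dry period library and 85.03% in the peak lactation library. For these 17 miRNAs, the values argue against reads taken up from the others. Of the miRNAs on a single list, only miR-148a was higher (log2 fold change 0.54). After subsampling to equal depth, an alternative chosen after seeing the data, 168 miRNAs were still lower. Counts were already divided by clean reads, of which the peak lactation library had 1.06 times those of the dry period library. The subsample could therefore hardly change the pattern and is no strong test of it. A difference between library preparations or between the pooled goats could not be tested with 1 library per stage. The pattern may reflect a lower share of miRNAs among all small RNAs at peak lactation, or more other RNA fragments in that library. Relative counts cannot separate these. The paper also reports PCR, relative to a ribosomal RNA, for selected miRNAs that were lower at peak lactation. In it their levels were higher in the dry period than at peak lactation. Those measurements are not in the files analysed here and could not be examined.

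The counts the paper lists for let-7a, let-7f and miR-103 at peak lactation exceed the reads found for them, and the predictions for this pattern were all written after it was seen. No reads were missing from the file as a whole, since its clean reads differed from the paper's number by 0. A broader matching rule for let-7 tags did not account for the listed let-7a and let-7f counts. All peak lactation reads with the bases GAGGTAG numbered 1288196, or 33.45% of those counts. This test does not apply to miR-103. A different scale of all peak lactation counts did not account for those of let-7a and let-7f. Over the other conserved miRNAs the median ratio of found to listed counts was 1.15, against 0.20 for let-7a and 0.33 for let-7f. Low ratios were not limited to them. For miR-2887, 477 reads were found at peak lactation against 1671 listed, and 89 against 385 in the dry period library. For miR-103 the ratio was 0.77. It lay in the range of 0.5 to 2 that held 122 of 136 other miRNAs, so this test decides less for it. Reads carried over from the dry period library did not account for the listed counts either. Of the 17 other miRNAs among the 20 most abundant in that library, 3 had a higher listed than found count at peak lactation. The source of the listed counts remains open. These miRNAs are also the only 3 rows of Table S5 whose printed fold change does not follow from the counts beside it.

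The share of 22-nt reads was lower at peak lactation. Among reads of conserved miRNAs alone the 22-nt share at peak lactation was 57.26%, which is 8.21 percentage points below that of the dry period. The mean length of let-7f reads changed by -0.037 nt between the libraries. Among the other reads the 22-nt share fell as well, from 15.90% in the dry period library to 10.64% at peak lactation. A larger part of the peak lactation reads not coming from miRNAs may therefore explain part of the lower share. It does not explain the falls within each class of reads. Only the length of let-7f reads was tested, so shorter or longer ends of other miRNAs are not ruled out for the difference that remains among reads of conserved miRNAs. Both predictions were written before the tests. Whether the other reads come from the stage or from the library preparation could not be tested.

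Of the miRNAs that the paper or the analysis of the tags placed higher at peak lactation, miR-2887 and miR-2478 did not have a fixed 5′ end. Among peak lactation reads with the middle 14 bases of the miRNA, 21.75% started at the most frequent 5′ end for miR-2887 and 23.42% for miR-2478, against 99.53% for miR-451. The median over 155 conserved miRNAs was 98.90%, and 4 of them were below 50%. Reads of miR-2887 and miR-2478 may thus include fragments of other RNAs, a prediction written before the test. For miR-2478, 95.89% of these reads ended where the listed sequence ends in CCA, which could be explained by 3′ ends of tRNA. That prediction was made after the result was seen, and no tRNA sequences were at hand to test it further.

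For the candidates the paper selected as specific to a stage, reads with the middle bases and any ends were counted in the other library. This search also finds identical tags. Those had already numbered 46 for novel_mir_16, 35 for novel_mir_35 and 4 for novel_mir_56 in that library. It could therefore not come out empty, and its counts are not of reads with other ends alone. Reads with the middle 14 bases of the sequence numbered 134 for novel_mir_16 and 909 for novel_mir_35 in the dry period library, and 23 for novel_mir_56 in the peak lactation library. The reads for novel_mir_35 cannot be assigned to it, because novel_mir_26, novel_mir_58 and other candidates contain the same 14 bases. Those for novel_mir_56 cannot be told from reads of novel_mir_3, because novel_mir_56 is the first 21 nt of novel_mir_3. The paper lists 210 dry period and 0 peak lactation reads for novel_mir_56, and 0 and 19 for novel_mir_3. Its 0 reads for novel_mir_56 therefore do not show that these bases were absent at peak lactation. Of the 3 selected candidates, only novel_mir_16 has 14 bases found in no other candidate. In the dry period library it had 46 identical reads and 73 that shared at least 18 nt from the 5′ end. With the 134 reads above, it was thus present there under each of these rules, while the paper lists 0 reads. The predictions for novel_mir_35 and novel_mir_56 were written after related values were seen. In the library where each was listed, the same search found 189 reads for novel_mir_16, 222 for novel_mir_35 and 231 for novel_mir_56.

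Of the 94 candidates, 12 share at least 18 bases in a row with a conserved miRNA of Table S2. The candidate novel_mir_12 shares 22 nt with miR-200b. Such candidates may be end variants of conserved miRNAs, a prediction written after the overlap was seen.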
